A study of Caenorhabditis elegans with 6 samples. Its data were reported in "MicroRNA–Directed siRNA Biogenesis in Caenorhabditis elegans" (2010).

How the data were processed

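Young-adult worms of the Caenorhabditis elegans wild-type strain N2 were compared with worms carrying the deletion allele n4759 of the microRNA gene mir-243. Per the labels, total RNA was isolated with Trizol, 500 ng per sample was reverse-transcribed from random primers, and each cDNA was divided and labelled with Cy3 and with Cy5. The mutant and the wild-type cDNA of a replicate were hybridised together to whole-genome Agilent arrays, once in each dye orientation. There were 3 biological replicates and 6 arrays. The arrays with the mutant in Cy5 and those with the mutant in Cy3 were told apart by the dye given in the labels for each channel. Both arrays of a replicate held the same RNA, so they were counted as 1 replicate and n was 3.

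Per the file headers, the arrays were scanned by the authors and read with Agilent Feature Extraction 10.5.1.1. The deposited spot values used here were the intensity of each spot and of its local background, given as the median over its pixels in each channel, with nothing normalised. Other deposited columns held the processed intensity of each channel, corrected for background and normalised between the dyes by the scanner software, and a log10 ratio of Cy5 over Cy3 made from them. The authors also deposited a log2 ratio of Cy5 over Cy3 for each probe. Its scale was worked out by setting it against the scanner's log10 ratio: on each array, between 88.0% and 90.8% of the 20401 gene probes lay within 0.001 log2 units of it, and the sign was not turned on the arrays with swapped dyes. Most remaining columns used were quality marks of 0 or 1, deposited with each spot. The genome build of the probes was not stated, so no positions are given.

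The background was corrected with normexp and an offset of 50 in limma 3.58.1 (R 4.3.3, with the data.table package, version 1.17.8). The plan named the mean signal of a spot. The median signal was used in its place, because the columns used here hold medians. A few spots with a very bright local background distorted the normexp fit, most strongly on the first array of replicate 3. There the fitted background was -185 in Cy5 and -326 in Cy3 with all spots. It was 14.6 and 13.8 without spots marked as outliers. A smaller shift was seen in Cy5 on the arrays of replicates 1 and 2 with the mutant in Cy3. Their fits gave -15.6 and -18.7 with all spots, and 6.20 and 7.48 without spots marked as outliers. The fit was therefore made on spots without such marks, and marks on the local background were counted as outlier marks. Those decisions were made after the intensities had been seen, and both alternatives are given in the closing section. Control spots were then left out, the log2 ratios were normalised within each array by loess, spots marked as non-uniform or as population outliers in either channel were set to missing, and the spots of a probe were averaged. Of the gene probes, 20280 had 2 spots and 120 had 20. Each ratio was turned to mutant over wild type and the 2 dye orientations of a replicate were averaged, with a value needed on both arrays. The offset draws ratios of dim probes towards 0, so every fold given is on the scale of signal plus 50.

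A probe was tested when it was well above background, by the scanner's mark, on at least 4 of the 6 arrays in the channel of at least 1 genotype and had a value in all 3 replicates. A probe counted as well above background on an array when at least 50% of its spots did. Of 20401 gene probes, 16812 passed the first condition. A further 540 lacked a replicate value, which left 16272 tested probes. Saturated spots were kept. The log2 ratio was tested against 0 with lmFit and eBayes, two-sided, with Benjamini-Hochberg adjustment over the tested probes. A probe was called changed when the adjusted p was under 0.05 and the fold was at least 2, the fold that the study's methods name. The authors' methods name background subtraction, LOWESS, dye-swap analysis and a p over 3 replicates, but not the test behind that p. For single genes, an exact two-sided sign-flip permutation test of the 3 replicate values is given as well. Its smallest possible p is 0.25, so it cannot pass 0.05.

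Gene names were taken from the files and matched to a table of RefSeq genes on assembly WBcel235, used only for names and for the order of genes. Of the 20401 gene probes, 19837 carried a gene name, 19057 of these were matched, 780 kept the name in the files and 564 had none. Different probes of a gene were tested separately. The genes to be named were fixed before the data were examined: Y47H10A.5, the genes numbered in the same Y47H10A series, W06H8.8, candidate reference genes of the study's real-time PCR (cdc-42, pmp-3, tba-1 and all eif-3 subunit genes), the genes at mir-243, and the 5 largest increases and decreases among called probes with the same sign on all 6 arrays, well above background in both genotypes on all of them and free of saturated spots. The 13 gene lists were fixed at the same point, after the study's published list of changed genes had been read: vitellogenin, cuticle collagen, molting, major sperm protein, oocyte, early embryo, germ line, cell cycle, intestine, muscle, neuron, RNA silencing and ribosomal protein genes. From each list, up to 5 called genes are named by the size of their change. No gene was on more than 1 list.

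Lists were tested with camera at a preset correlation of 0.01 and with fry, adjusted over the 13 lists, and with camera at an estimated correlation. Each list median was also placed among the medians of 10000 random lists drawn from the same 20 bins of mean signal. The procedure was tested on simulated arrays of the same 16272 probes with 200 probes changed by known folds and a replicate SD of 0.0884. It called all 200 (100%), with the right sign, and called 0 unchanged probes, while 6 unchanged probes passed the adjusted p alone. Every simulated change lay well past 2-fold, so these counts do not bear on calls near that limit. Far fewer probes were changed than were called in the data, equally in both directions, so loess under a wide shift was not tested. The recovered ratio was 93.3% of the true one in the median, 93.5% with median centring in place of loess and 109.7% at offset 0, so on these simulated arrays the offset lowered ratios that normexp without it overstated.

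Alternatives fixed before the data were examined covered the background correction, the normalisation, the filter on dim probes, the outlier marks, the unit of the test, the replicate as a random block, an unpaired fit, each dye orientation alone, each replicate left out in turn, the slide as a block, another test and threshold, and the denominator of the share. Slide 1 held replicates 1 and 2 and slide 2 held replicate 3, so each slide carried both genotypes. A planned test of matches to the miR-243 seed in 3′ untranslated regions was not run, because no transcript sequence was used here.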

Results

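The arrays measured steady-state mRNA in wild-type N2 and mir-243 mutant young adults. MiR-243 is a microRNA that is loaded into the Argonaute protein RDE-1 and starts the production of small interfering RNAs from the gene Y47H10A.5, as the small RNA experiments published with these arrays had shown. The array comparison asked which transcripts change, directly or indirectly, when miR-243 is absent. Each of the 3 biological replicates was measured on 2 arrays with the dyes exchanged, giving 6 arrays of 44381 spots, of which 42964 were spots of gene probes and 1417 were control spots. The median signal of a gene probe's spot ranged from 237 to 318 intensity units in Cy3, over a local background of 59 to 64, and from 370 to 647 in Cy5, over a local background of 133 to 136.5. Between 74.8% and 80.2% of spots were well above background in Cy3 and between 76.3% and 83.0% in Cy5. The share of spots marked as outliers was 3.25% to 5.87%. There were 2 saturated spots, both on 1 array, and no called probe had a saturated spot. The number of arrays limits the precision of every ratio.

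The replicates were close to each other. Across the 16272 tested probes, which are not independent of each other, Pearson's r between replicate means was 0.987 to 0.990 and Spearman's rho was 0.979 to 0.983. Between the 2 dye orientations of a replicate, r was 0.956 to 0.961 and rho was 0.930 to 0.938. The lowest r between replicates fell to 0.974 when only the arrays with the mutant in Cy3 were used. The SD of a log2 ratio between replicates was 0.0684 in the median and 0.159 at the 95th percentile, so differences well under 2-fold often exceeded the spread between replicates.

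The first comparison asked how many transcripts differed between mir-243 mutant and wild-type worms. With limma and Benjamini-Hochberg adjustment, 13597 of 16272 tested probes (83.6%) had an adjusted p under 0.05, 6873 of them higher and 6724 lower in the mutant. With a fold of at least 2 as well, 2647 probes were called, which is 16.3% of tested probes and 12.97% of all 20401 gene probes. Of the called probes, 1480 (55.9%) were higher and 1167 (44.1%) were lower in the mutant. The count changed most with the authors' deposited log2 ratios, which gave 4518 called probes (26.9% of those tested). Which direction was more frequent depended on the processing. The share of calls that were higher was 48.6% with the deposited ratios, 49.0% with the scanner's processed signals and 47.7% with median centring. Every tested probe with a fold of at least 2 also had an adjusted p under 0.05, so the fold alone set the count. All 2647 called probes had the same sign on all 6 arrays, and 2213 of them reached a 2-fold difference in each of the 3 replicates. A difference of at least 8-fold was found for 95 probes higher in the mutant and 13 lower in it. In 10 of the higher probes the wild type, and in 14 of the lower probes the mutant, was not well above background on any array, so their ratios are bounds only. Of 663 genes with more than 1 tested probe, 0 had a higher and a lower call.

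**Figure D1:**
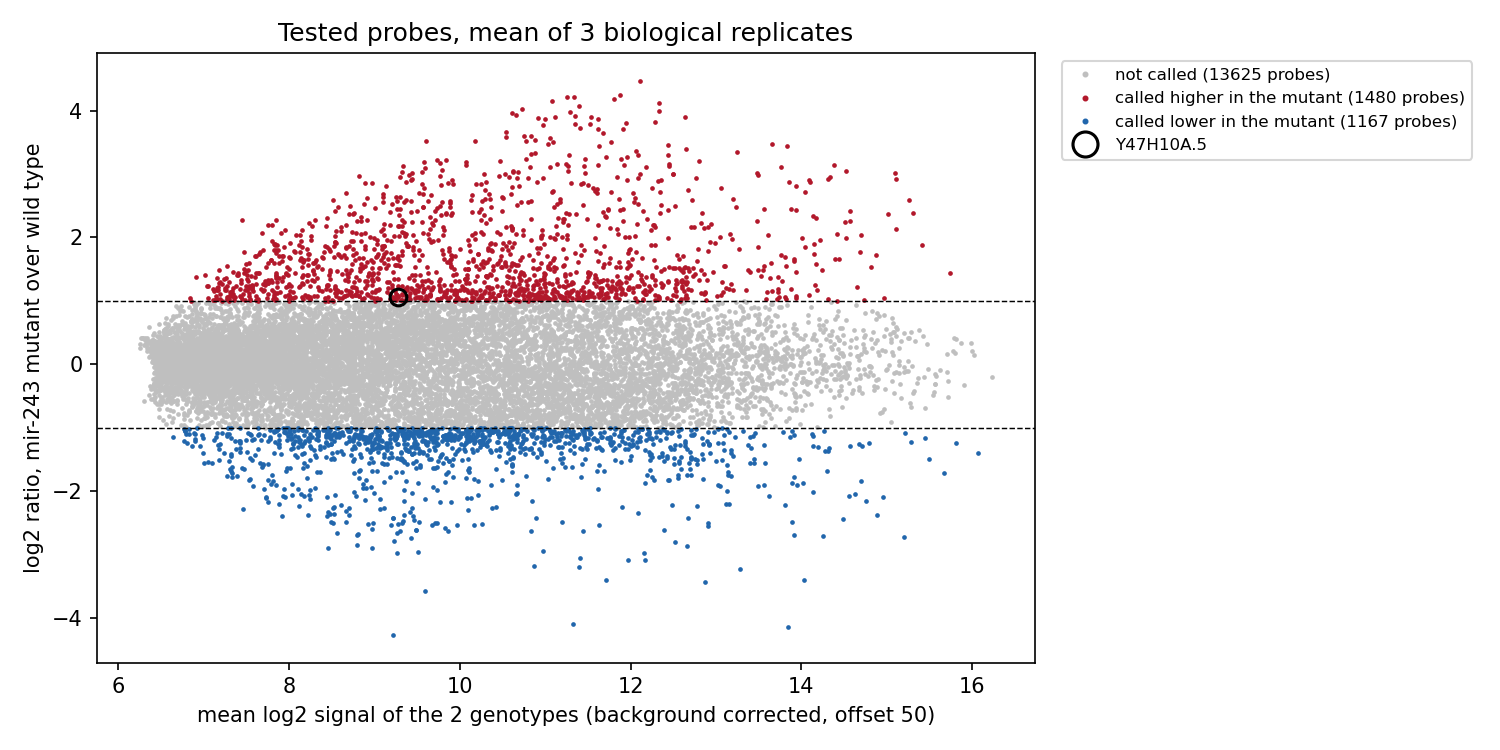
Log2 ratio of mir-243 mutant over wild type (vertical axis, mean of 3 replicates) against the mean log2 signal of both genotypes (horizontal axis, background corrected, with offset) for 16272 tested probes. The 1480 probes called higher and the 1167 called lower lie beyond the dashed lines at 2-fold over most of the signal range, and Y47H10A.5, circled, lies just above the upper line.

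The largest increases among called probes measured in both genotypes on all 6 arrays were those of dpy-2, F57H12.6, C14A4.9, lpr-5 and lpr-4. The log2 ratio of dpy-2 was 4.47 ± 0.198 (SD, n = 3). It was 4.25 ± 0.0898 for F57H12.6, 4.21 ± 0.203 for C14A4.9, 4.21 ± 0.0935 for lpr-5 and 4.18 ± 0.0757 for lpr-4. The largest decreases were -4.26 ± 0.0617 for F21C10.9, -4.13 ± 0.133 for vit-1, -4.09 ± 0.303 for ilys-5, -3.57 ± 0.0843 for dod-24 and -3.43 ± 0.0950 for vit-5. Each of these 10 genes changed in the same direction on 6 of 6 arrays, with limma adjusted p between 7.73e-16 and 3.64e-14, and all 10 were called under each alternative processing. For ilys-5 this rests on 1 of 2 probes: the other (F22A3.6b) had a log2 ratio of -0.24 ± 0.0687 and was not called, and the mean of both probes was -2.17, which would not place the gene among the largest decreases. For C14A4.9, the array of replicate 1 with the mutant in Cy5 gave 3.67 and the other arrays gave 4.22 to 4.52.

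The gene that contains mir-243 in the reference table (WBcel235), R08C7.12, and the nearest protein-coding gene on either side, chat-1 and R08C7.1, were examined because the allele is a deletion. MiR-243 itself was not analysed here. R08C7.12 had a log2 ratio of -0.72 ± 0.0139 (SD, n = 3; limma adjusted p 1.66e-09), lower on 6 of 6 arrays, and was not called, since its fold was 1.65. The ratio of chat-1 was 0.13 ± 0.0565 (adjusted p 0.0122, the same sign on 5 of 6 arrays), and turned to -0.13 with median centring in place of loess. That of R08C7.1 was -0.05 ± 0.0649 (adjusted p 0.307) and turned to 0.11 with median centring. Adjusted over these 3 probes alone, 2 passed.

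Y47H10A.5, the gene whose small interfering RNAs depend on miR-243 in the study, was higher in the mutant. Its log2 ratio was 1.07 ± 0.127 (SD, n = 3), a fold of 2.09, with 1.01, 0.97 and 1.21 in replicates 1, 2 and 3. The limma adjusted p was 2.11e-10, the ratio was higher on 6 of 6 arrays, and the exact sign-flip permutation test gave p = 0.25, the smallest it can give. The probe was called, but its fold lay close to the threshold. It fell below 2-fold without background correction (log2 ratio 0.95), when replicate 3 was left out (0.99) and with normexp fitted on all spots (0.98). Among the tested probes, 1312 (8.06%) were at least as high.

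The genes numbered in the same series as Y47H10A.5 were examined to see whether they moved with it. Y47H10A.4 was lower in the mutant, with a log2 ratio of -0.40 ± 0.0215 (SD, n = 3; adjusted p 9.60e-07), as was Y47H10A.3, with -0.47 ± 0.0564 (adjusted p 2.82e-07). Both were lower on 6 of 6 arrays and under each alternative that tested them, and neither was called. Y47H10A.3, a dim probe, reached -1.16 and was called with the scanner's processed signals and with the deposited ratios. The study's real-time PCR, with cdc-42, eIF-3 and pmp-3 as controls, found Y47H10A.3 unaffected in mir-243 mutants. The array value differs from that measurement, and the cause was not tested. The ratio of clp-3 (Y47H10A.1), 0.10 ± 0.126, was smaller than its spread between replicates (adjusted p 0.0979), and passed 0.05 under 4 alternatives. Y47H10A.2 was not well above background on any array in either genotype and was not tested. Of the 3 tested probes, 2 passed when adjusted over the list alone.

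W06H8.8 was the other locus at which the study found small interfering RNAs to depend on RDE-1. It is ttn-1 in the reference table and had 6 probes, 5 of them tested. Their log2 ratios were 0.05 to 0.37, none was called, and 4 had an adjusted p under 0.05, over all tested probes and over the list alone. Only 1 did so with the scanner's processed signals, and 3 of the 5 probes changed sign under at least 1 alternative. Of the 4, W06H8.8f and W06H8.8d had the same sign on only 3 of 6 arrays. With the mutant in Cy3 alone W06H8.8f was at -0.041, and with the mutant in Cy5 alone W06H8.8d was at -0.056.

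Candidate reference genes of the study's real-time PCR were examined as genes taken to be stable. The study names cdc-42, pmp-3, tba-1 and eIF-3. Since eIF-3 is a complex and the subunit measured was not established here, all 11 eif-3 subunit genes in the reference table were looked up, so the set may hold genes that were not references of the PCR. Of 14 genes looked up, 13 were tested. The probe of tba-1 lacked a replicate value. None was called, while 12 had an adjusted p under 0.05, 3 of them higher and 9 lower, and the same number passed when adjusted over the list alone. Their log2 ratios ranged from -0.78 for eif-3.H to 0.33 for eif-3.F, with a median of -0.25. The ratio of pmp-3 was -0.54 ± 0.122 (SD, n = 3) and that of cdc-42 was 0.14 ± 0.10. With median centring in place of loess, the ratios ran from -0.84 to 0.028 with a median of -0.52 and eif-3.F was the highest. None of the 13 then passed in the higher direction and 10 did so in the lower, the ratio of cdc-42 turning to -0.034 and that of eif-3.G from 0.17 to -0.023.

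**Figure D2:**
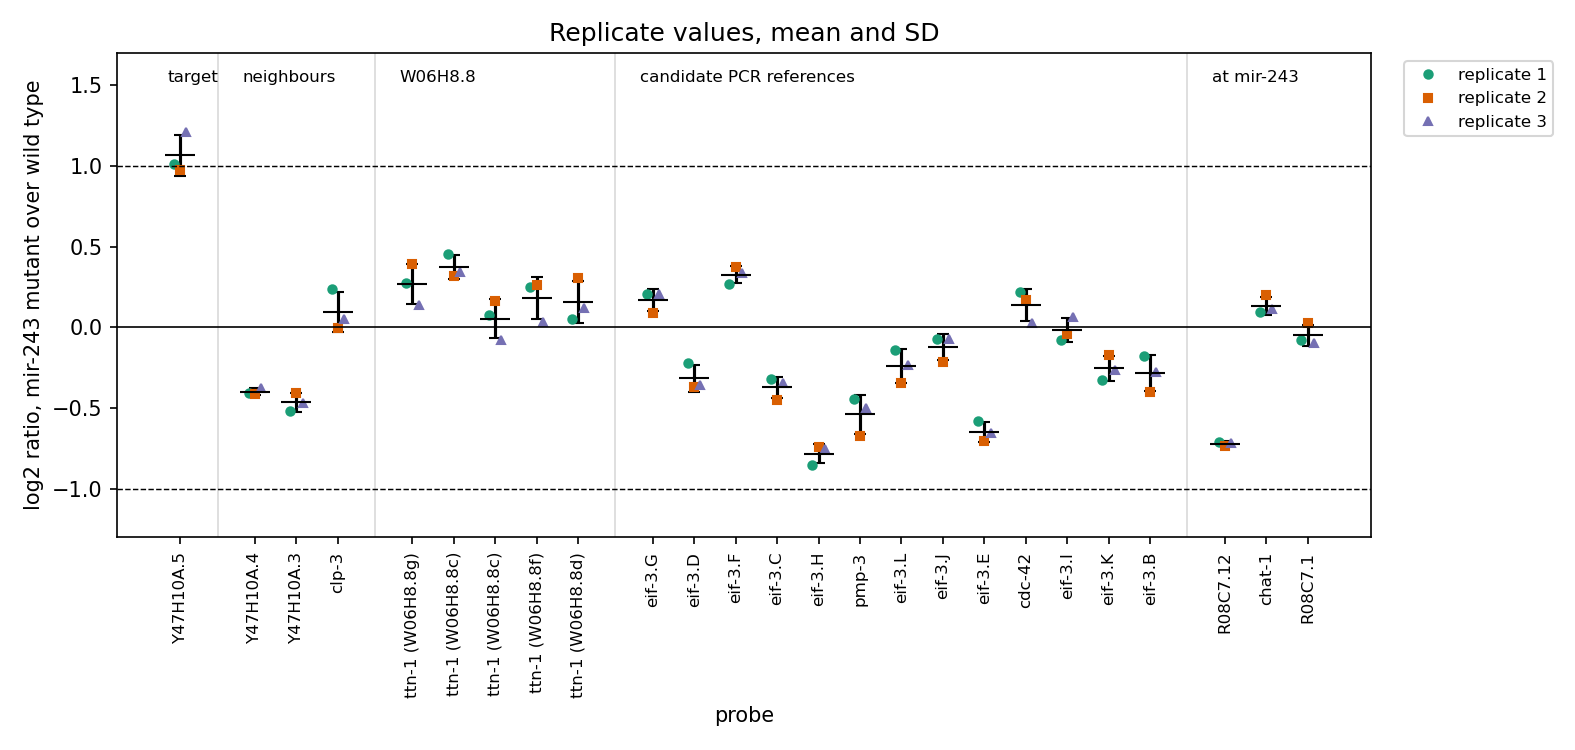
Log2 ratio of mir-243 mutant over wild type (vertical axis) for each tested probe of Y47H10A.5 and its numbered neighbours, W06H8.8, the candidate PCR reference genes and the genes at mir-243 (horizontal axis). Points are the 3 replicates, the horizontal bar is their mean, the error bar is 1 SD, and the dashed lines mark a 2-fold difference. Among these probes only Y47H10A.5, at 1.07, has a mean beyond them, and the candidate reference genes, most of them eif-3 subunits, range from -0.78 to 0.33.

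Genes of the RNA silencing pathways were examined because the study placed miR-243 in such a pathway. Of 25 tested probes of 22 genes, 24 had an adjusted p under 0.05, both over all tested probes and over the list alone, 22 of them lower and 2 higher in the mutant. With median centring, 21 were lower and 3 higher. There were 9 calls, 8 lower and 1 higher. The largest changes were those of wago-4, with a log2 ratio of -1.86 ± 0.116 (SD, n = 3), of both rde-3 probes, with -1.42 ± 0.0696 and -1.41 ± 0.0755, of ergo-1, with -1.37 ± 0.183, of drh-3, with -1.09 ± 0.15, and of wago-10, which was higher, with 1.09 ± 0.109. Each had the same sign on 6 of 6 arrays, with adjusted p between 6.24e-13 and 3.07e-10. The oocyte, cell cycle and germ line lists described below were lower too, with medians of -1.74, -1.14 and -0.92. The decrease is therefore not particular to silencing genes, and whether it comes from the pathway of miR-243 was not tested.

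Gene lists were compared with the rest of the tested probes to describe which processes the changes fell in, a question the study had put to gene ontology terms. By camera at the preset correlation, 10 of 13 lists differed from other probes after adjustment, 4 towards higher and 6 towards lower ratios. By fry 11 did, the intestine list being added. At correlations estimated from the data, 0 of 13 lists passed (lowest adjusted p 0.149) and 2 had an unadjusted p under 0.05. With 3 replicates these estimates rest on few degrees of freedom. For each list, the median, the mean and both tests had the same sign.

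The lists with higher ratios were molting, cuticle collagen, neuron and ribosomal protein genes. The median log2 ratio of 29 molting probes was 2.29, with an SD of 0.107 between the 3 replicate medians (camera adjusted p 7.93e-12), and 25 were called higher. It was 2.55 without 1 probe whose ratio was only a bound. The largest changes were noah-1 (3.98), mlt-11 (3.92), wrt-1 (3.90), noah-2 (3.79) and wrt-10 (3.66). The median of 133 cuticle collagen probes was 1.72, SD 0.0743 (adjusted p 3.04e-13), with 90 called higher and 14 lower, and 1.75 without 2 probes with bounds. Its largest changes were dpy-2, dpy-7 (4.12), col-128 (3.88), dpy-10 (3.82) and col-41 (3.71). The median of 42 neuron probes was 0.99, SD 0.0358 (adjusted p 1.54e-10), with 20 called higher, led by flp-5 (1.51), flp-1 (1.49), flp-9 (1.47), flp-33 (1.45) and flp-11 (1.33). All 3 medians lay above those of 10000 random lists. The median of 37 ribosomal protein probes was 0.42, SD 0.0282 (adjusted p 7.14e-05), at percentile 99.8 of random lists, and none was called. Outlier marks took many probes from this list. With outlier spots kept, it held 64 probes with a median of 0.41, and the cuticle collagen list held 158 with a median of 1.83.

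The lists with lower ratios were vitellogenin, oocyte, cell cycle, germ line, RNA silencing and early embryo genes. The median of 5 vitellogenin probes was -3.17, SD 0.149 (camera adjusted p 0.000461), and all 5 were called lower. Besides vit-1 and vit-5 these were vit-4 (-3.17), vit-2 (-2.22) and vit-6 (-1.71, with the mutant well above background on 4 of 6 arrays). The median of 21 oocyte probes was -1.74, SD 0.0541 (adjusted p 4.83e-10), with 20 called lower, led by perm-2 (-2.72), rme-2 (-2.15), cpg-1 (-2.09), cpg-2 (-2.02) and pos-1 (-1.99). The median of 21 cell cycle probes was -1.14, SD 0.0239 (adjusted p 1.44e-08), with 12 called lower, led by cyb-3 (-1.74), cyb-1 (-1.58), mcm-2 (-1.45), mcm-3 (-1.41) and mcm-7 (-1.39). The median of 18 germ line probes was -0.92, SD 0.0121 (adjusted p 8.98e-07), with 7 called lower, led by syp-2 (-1.35), syp-3 (-1.33), zim-2 (-1.33), glp-1 (-1.14) and zim-1 (-1.11).

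The median of the 25 RNA silencing probes was -0.69, SD 0.0174 (camera adjusted p 1.86e-05), at percentile 0.02 of random lists. The median of 35 early embryo probes was -0.35, SD 0.0525 (adjusted p 0.000258), and -0.26 without 7 probes whose ratios were bounds. There were 5 lower calls and 1 higher call. The higher call was sdz-8 (1.15). Among the lower calls were fkh-3 (-1.69, with the mutant well above background on 4 of 6 arrays) and vet-2 (-1.21, on 2 of 6). For fkh-4 and sdz-30, also called lower, the mutant was not well above background on any array and no fold is given. The size of the early embryo median depended on the processing. It was -0.88 with the scanner's processed signals and with the deposited ratios. When probes had to be well above background in both channels on all arrays, it was -0.20 (camera adjusted p 0.0281). The vitellogenin, oocyte, cell cycle, germ line and early embryo medians lay below those of all 10000 random lists.

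For 3 lists camera found no difference. The median of 12 intestine probes was 0.20, SD 0.0301 (adjusted p 0.336; fry adjusted p 0.0211), with ges-1 (-1.01) the only call. The median of 6 muscle probes was 0.12, SD 0.0581 (adjusted p 0.616), and turned to -0.055 with median centring. The median of 23 major sperm protein probes was -0.01, SD 0.0549 (adjusted p 0.834), smaller than its spread between replicates. Their percentiles among random lists were 74.1, 61.2 and 41.5.

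**Figure D3:**
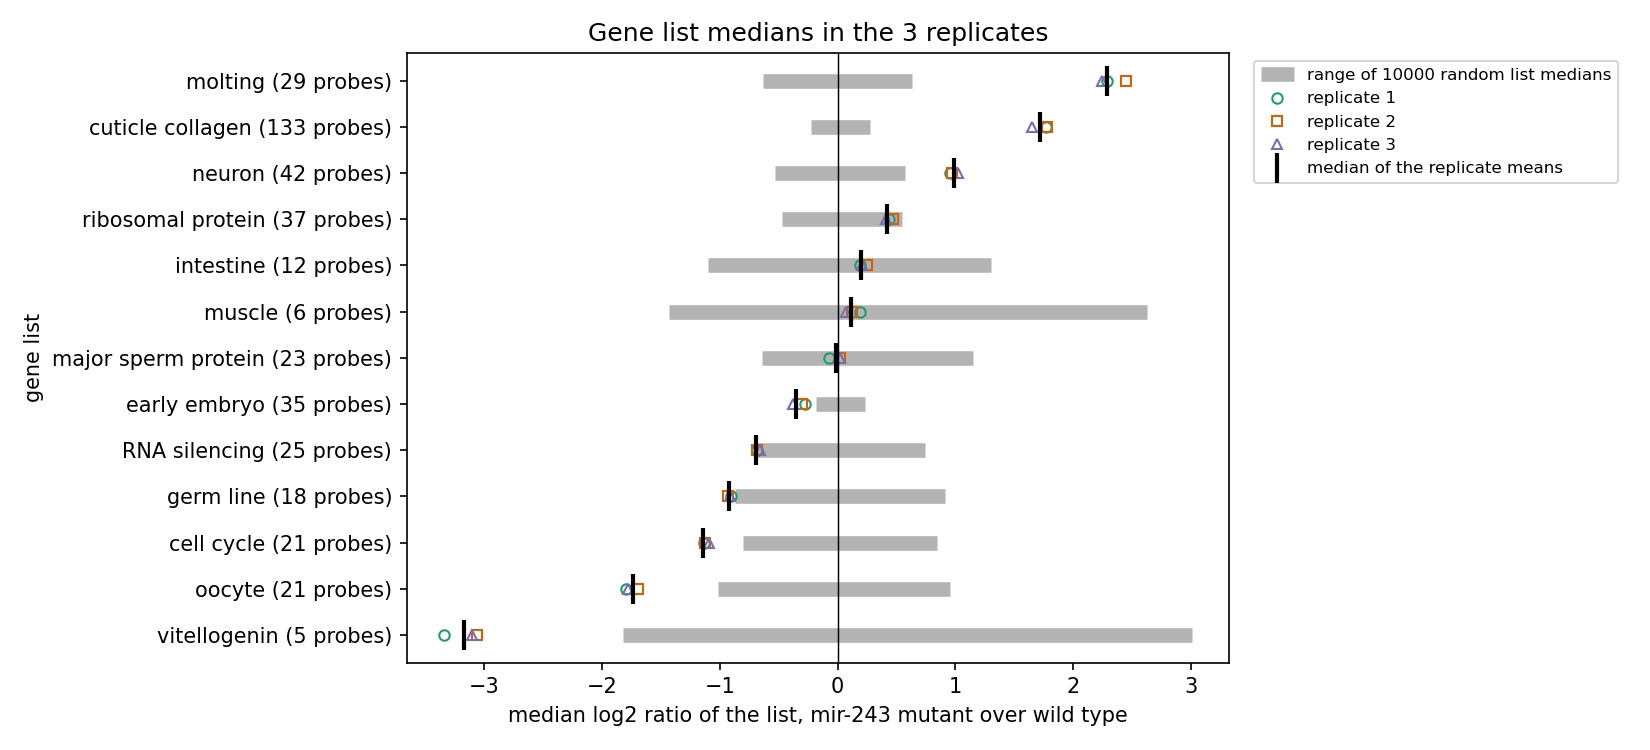
Median log2 ratio of mir-243 mutant over wild type (horizontal axis) for the 13 gene lists (vertical axis), with the number of tested probes. Open symbols are the 3 replicates, the black line is the median of the replicate means, and the grey bar spans the medians of 10000 random lists matched on signal. The molting and cuticle collagen medians, at 2.29 and 1.72, lie above the grey bars and the vitellogenin and oocyte medians, at -3.17 and -1.74, lie below them in each replicate.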

Values the study reported

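The study described about 19% of the arrayed genes as changed in the mutant at a fold of 2 or more. It gave 48.7% of those as upregulated and 51.3% as downregulated, and found Y47H10A.5 among the upregulated genes.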

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

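The tests on single arrays and on the control probes were written down before their results were seen.

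On each of 38 measures, the array farthest from the other 5 was compared with them by the gap over the range of the 6 arrays. On 4 measures 1 array stood apart by more than the 95% critical value, while chance gives about 1 in 20. These were 4 different arrays, so no array stood apart throughout. A difference in the RNA of a replicate would move both of its arrays, while an effect of loess on 1 array would fade under median centring.

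The median of the 13 probes of candidate PCR reference genes, most of them eif-3 subunits, was -0.42 on the array of replicate 2 with the mutant in Cy3, and -0.25 to -0.16 on the other arrays. Under median centring the gap over the range fell to 0.210, but the array was still the most extreme of the 6, so loess on that array is neither shown nor excluded. The other array of replicate 2, with the same RNA, had -0.25, just outside the -0.25 to -0.16 of the other replicates and far from -0.42. An effect of the array and a small difference in the RNA cannot be told apart from 2 arrays. No biological explanation was tested beyond the RNA of the replicate.

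The germ line list median was -1.11 on the array of replicate 3 with the mutant in Cy5, and -0.89 to -0.77 on the others. The other array of replicate 3 gave -0.77, on the opposite side of the remaining arrays, which argues against a difference in the RNA. Under median centring the array was no longer the most extreme (gap over range 0.116), so loess on this array is a candidate explanation. The direction of the list was the same on all 6 arrays.

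The cell cycle list median was -1.08 on the array of replicate 1 with the mutant in Cy3, and -1.18 to -1.15 on the others. The other array of replicate 1 gave -1.17, within the others, which argues against the RNA. Under median centring the array was no longer the most extreme (0.190), so loess is a candidate explanation here as well. The difference is small beside the median itself.

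The log2 ratio of C14A4.9 was 3.67 on the array of replicate 1 with the mutant in Cy5, and 4.22 to 4.52 on the others. The other array of replicate 1 gave 4.30, within the range of the rest, which argues against the RNA. Under median centring the array was no longer the most extreme (0.148), and loess on that array is a candidate explanation. The gene was called whichever replicate was left out.

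Control probes are not used in the comparison. Of 60 kinds of control probe, 6, leaving out the bright corner marks, were well above background in both dyes on all 6 arrays. Their brightness over background was 1.97 to 4.97 times that of the negative control probe. If they bound worm transcripts, their ratios would be expected to differ between probes and keep their sign across arrays. Their mean log2 ratios ran from -0.28 to -0.04, and 1 of the 6 kept its sign on all 6 arrays. That leaves open whether worm RNA, label or background gives the signal, and the 3 cannot be told apart here.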

How the results depend on the processing

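Alternatives to the processing were fixed before the data were examined, except that a normexp fit on all spots and the use of the spot's own outlier marks alone were added afterwards, because the processing they are set against had been chosen after the intensities were seen.

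The number of called probes ranged from 1950 with limma's treat against 2-fold to 4518. It moved by more than 1.5 times under 2 alternatives. The scanner's processed signals gave 4342 calls, 2128 higher and 2214 lower (26.7% of tested probes), and the deposited log2 ratios gave 4518, 2197 higher and 2321 lower (26.9%). With the processed signals 96.8% of the 2647 calls were kept, and with the deposited ratios 96.7%, in the same direction. The count rose to 3178 with plain subtraction and to 3502 with normexp at offset 0, and fell to 2203 with no background correction. The offset and uncorrected background shrink ratios of dim probes by construction, and what else differs in the scanner's values was not tested. Median centring gave 2884 calls with 47.7% higher, in place of 55.9%. The 2 added alternatives gave 2340 (normexp on all spots) and 2525 (the spot's own marks). Leaving out a replicate gave 2621 to 2718. A plain one-sample test over the 3 replicates, chosen because the published methods name no test, gave 2647 calls at p under 0.05 and 2-fold, without and with Benjamini-Hochberg adjustment. The 2647 probes past 2-fold passed the p threshold by limma and by the one-sample test alike, so the fold alone set both counts and they say little about the choice of test. At the adjusted p alone, 11440 probes passed by the one-sample test, 13597 by limma. Without the filter on dim probes the calls were the same 2647, so none of the added probes was called. Aquantile after loess leaves ratios as they are (largest difference 0), so it tested nothing.

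With the replicate as a random block over the 6 arrays and a dye term, 2647 probes were called, the same ones, the fold again setting the count, 13648 passed at the adjusted p alone, and 10 lists passed. Residuals of the 2 arrays of a replicate had a consensus correlation of 0.0889. The unpaired fit, with no replicate block, gave 2646 calls, while 10690 probes passed at the adjusted p alone. In it, 7 candidate reference genes passed in place of 12, as did 2 probes of W06H8.8 in place of 4 and 1 of the genes at mir-243 in place of 2. With the slide as a block there were 2665 calls.

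Y47H10A.5 kept its direction and an adjusted p under 0.05 under all 21 alternatives, with log2 ratios of 0.95 to 1.18. It fell below 2-fold under 3 of them: no background correction (0.95), replicate 3 left out (0.99) and normexp on all spots (0.98). Without replicate 2, the estimated prior was infinite, so the p-values of single probes in that setting are not quoted. In the others the adjusted p ran from 2.43e-17 to 9.56e-06.

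Smaller effects depended on the processing, and the cause was not tested. In W06H8.8, 1 probe passed with the processed signals, 1 with the deposited ratios and 1 as the gene mean, which has a single value. Among the genes at mir-243, 1 passed with the processed signals, the deposited ratios, median centring and the mutant in Cy3 alone, and 1 to 2 with a replicate left out. In the Y47H10A series, 1 passed when probes had to be well above background in both channels on all arrays, since Y47H10A.3 was then not tested. Under median centring, eif-3.G (-0.023), cdc-42 (-0.034), chat-1 (-0.13) and R08C7.1 (0.11) changed sign. With the mutant in Cy5 alone, a ttn-1 probe (W06H8.8d, -0.056), eif-3.J (0.063) and eif-3.I (0.0067) did so, and with the mutant in Cy3 alone, another ttn-1 probe (W06H8.8f, -0.041), eif-3.G (-0.080) and cdc-42 (-0.011). With a replicate left out, eif-3.I ran from -0.058 to 0.013 and a W06H8.8c probe of ttn-1 from -0.0023 to 0.12, and with the slide as a block eif-3.I was at 0.0038.

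Of the 13 lists, 10 passed under each alternative to the probe values, except that 9 did without replicate 2, where the ribosomal protein list had an adjusted p of 0.0640 (range over all alternatives 1.11e-07 to 0.294) and its median ran from 0.41 to 0.46 with a replicate left out. Fry added the intestine list (median 0.20, adjusted p 0.0211, range 0.0211 to 0.808). With camera at an estimated correlation, 0 lists passed, although the medians are the same: vitellogenin -3.17, cuticle collagen 1.72, molting 2.29, oocyte -1.74, early embryo -0.35, germ line -0.92, cell cycle -1.14, neuron 0.99, RNA silencing -0.69 and ribosomal protein 0.42. Over all alternatives the early embryo median ran from -0.88 to -0.20 and the molting median from 2.16 to 3.04. The muscle median turned to -0.055 with median centring, -0.071 with the deposited ratios and -0.019 with outlier spots kept. The sperm median turned to 0.084 with the mutant in Cy5 alone, and ran from -0.038 to 0.033 with a replicate left out. With median centring it was -0.15, its lowest value (camera adjusted p 0.127). Neither list passed in any setting.

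The lowest Pearson's r between replicates, 0.987, was 0.984 with plain subtraction, 0.983 with offset 0, 0.982 with processed signals, 0.983 with median centring, 0.983 with deposited ratios, 0.985 without the dim filter, 0.979 with the mutant in Cy5 alone, 0.974 with it in Cy3 alone, 0.979 with normexp on all spots and 0.987 to 0.990 with a replicate left out. The planned seed test and its alternatives were not run. Signal over background limits the fold of dim probes, for which the choice of background correction matters most.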

Other observations

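The tests of dye bias, of within-array normalisation, of a stage difference and of Y47H10A.5 were chosen after the results they bear on had been seen. The tests of other groupings, of the slides, of staging in each replicate, of the genes near mir-243 and of the spread between replicates were written down before.

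In these arrays 2647 probes differed by at least 2-fold. With the signs of the replicates changed, 1 of the 4 distinct sign patterns gave as many calls, the real one, and the other 3 gave 0 by limma, also without adjustment. In the unpaired fit, 1 of the 10 splits of the 6 RNAs into 3 and 3 gave as many calls, again the real one. The other 9 gave 0 after adjustment and at most 7 at an unadjusted p. With so few patterns the share cannot go below 0.25 and 0.1, so chance cannot be excluded by counting alone. Dye bias as the whole cause is argued against because, of 2815 probes called from the arrays with the mutant in Cy5 alone, 100% had the same direction with the mutant in Cy3 and 77.7% were also at least 2-fold apart there. Of 2565 called from the arrays with the mutant in Cy3, 100% and 85.2% did so with it in Cy5. Loess as the whole cause is argued against because 84.4% of the called probes were also called under median centring. An effect of a single slide is argued against because 100% of the 2621 probes called from the replicates on slide 1 had the same direction on slide 2, and 92.0% were also at least 2-fold apart there.

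A candidate explanation for much of the change is a difference in developmental stage between the worms, since cuticle and molting genes are used during larval development, whereas yolk, oocyte and embryo genes mark egg-laying adults. The labels give young adult for both genotypes. All 5 lists of such genes lay beyond every random list, molting and cuticle collagen genes higher and vitellogenin, oocyte and early embryo genes lower in the mutant. That order is what prompted the explanation, and the lists were set after the published list of changed genes from these arrays had been read, so it is no independent evidence for a stage difference, which stays open. Separate staging errors in each replicate are argued against, because the SD of a list median between replicates was at most 16.3% of its mean over these 5 lists. A shared offset in staging of the mutant cultures stays open, as does slower development caused by the mutation. Both would move all 3 replicates alike, as was seen for molting and vitellogenin genes in 3 of 3, and they cannot be told apart in these samples. Worms matched on an independent mark of stage, or the mutation rescued by a transgene, would separate them. What a stage difference would do to the other lists was not tested, so they do not bear on it here. Among them, the major sperm protein median was -0.01, and -0.15 with median centring. Of its probes, 6 passed the adjusted p in the higher direction and 5 in the lower. Neuron and ribosomal protein genes were higher.

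That background bears on Y47H10A.5. Its log2 ratio of 1.07 was reached or passed by 1312 tested probes, so part of its increase may belong to the wide shift between the genotypes and not to the loss of its small interfering RNAs. The array values alone do not separate these. The study's real-time PCR bears on this question. It found Y47H10A.5 raised about as much in rde-1 mutants, in which these small interfering RNAs were also lost. The rise was mild in alg-1 mutants, which kept them, and absent in mir-1 mutants. Hybridisation of transcripts of the tested neighbouring Y47H10A genes to its probe is argued against. The highest log2 ratio among their probes was 0.10, for clp-3, and Y47H10A.3 and Y47H10A.4 were lower in the mutant. The paper places Y47H10A.5 in a family of related genes and names Y47H10A.3 as a paralog. Y47H10A.2 was not tested, and family members outside the numbered series were not examined, so hybridisation of their transcripts stays open. Of the reference genes that the study names outright for its real-time PCR, pmp-3 was at -0.54 and cdc-42 at 0.14 in the values reported above and at -0.034 with median centring, so a ratio of Y47H10A.5 to a reference gene could depend on which gene is used. The eIF-3 subunit used there was not established here.

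Mutations linked to the deletion could change genes close to it. Of the 200 genes with tested probes nearest to mir-243 in the reference table, 100 on either side, 28 (14%) had a called probe, compared with 18.2% of the other 2221 genes of the chromosome. That lies at percentile 9.63 of 2222 windows of the same size, the highest of which had 27%. An excess of changes near the deletion was not seen, but a few linked mutations would not show in this share, so they stay open. Mutations elsewhere in the genome of the mutant strain were not tested.

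The replicates were close, with a median SD of 0.0684 log2 units between them. If the biological replicates shared more than independent growth, the 2 arrays of a replicate should hardly resemble each other beyond what all arrays share. Once the mean ratio and the dye were removed, the correlation across probes of the 2 arrays of a replicate was 0.0503 to 0.136 (mean 0.0947). The mean of the matching values between replicates is fixed by this one once the mean ratio is removed, so it adds nothing, and how separate the cultures were is not settled. The small adjusted p-values throughout, and the 83.6% of probes that pass, rest on that small spread.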
